# Dynamic regulation of pancreatic β cell function and gene expression by the SND1 coregulator *in vitro*

**DOI:** 10.1080/19382014.2023.2267725

**Published:** 2023-10-15

**Authors:** Sukrati Kanojia, Rebecca K. Davidson, Jason M. Conley, Jerry Xu, Meredith Osmulski, Emily K. Sims, Hongxia Ren, Jason M. Spaeth

**Keywords:** Coregulator, insulin secretion, SND1, transcription, transcription factor, type 2 diabetes, β cell

## Abstract

The pancreatic β cell synthesizes, packages, and secretes insulin in response to glucose-stimulation to maintain blood glucose homeostasis. Under diabetic conditions, a subset of β cells fail and lose expression of key transcription factors (TFs) required for insulin secretion. Among these TFs is Pancreatic and duodenal homeobox 1 (PDX1), which recruits a unique subset of transcriptional coregulators to modulate its activity. Here we describe a novel interacting partner of PDX1, the Staphylococcal Nuclease and Tudor domain-containing protein (SND1), which has been shown to facilitate protein-protein interactions and transcriptional control through diverse mechanisms in a variety of tissues. PDX1:SND1 interactions were confirmed in rodent β cell lines, mouse islets, and human islets. Utilizing CRISPR-Cas9 gene editing technology, we deleted *Snd1* from the mouse β cell lines, which revealed numerous differentially expressed genes linked to insulin secretion and cell proliferation, including limited expression of *Glp1r*. We observed *Snd1* deficient β cell lines had reduced cell expansion rates, GLP1R protein levels, and limited cAMP accumulation under stimulatory conditions, and further show that acute ablation of *Snd1* impaired insulin secretion in rodent and human β cell lines. Lastly, we discovered that PDX1:SND1 interactions were profoundly reduced in human β cells from donors with type 2 diabetes (T2D). These observations suggest the PDX1:SND1 complex formation is critical for controlling a subset of genes important for β cell function and is targeted in diabetes pathogenesis.

## Introduction

Transcriptional coregulators constitute a pivotal component of gene regulation within eukaryotic systems. Their precise recruitment to DNA-bound transcription factors (TFs) elicits either positive or negative impacts on gene transcription. Varied classes of coregulators operate to: 1. Modify chromatin structure, thereby rendering it accessible or restrictive to other proteins through both enzymatic and non-enzymatic mechanisms^1^, 2. Forge physical connections between DNA-bound TFs and the broader transcriptional machinery via protein-protein interactions^2^, or 3. Covalently alter histone tails through processes such as acetylation, methylation, glycosylation, phosphorylation, ubiquitination, and sumoylation^3^. Each of these functions is executed in a gene-specific manner, entailing interactions with DNA-bound TFs that hinge on cellular cues for their recruitment and activity.

Pdx1 is one of the most influential TFs in the pancreas, as it plays a central role in pancreatogenesis, islet β cell development and function and maintenance of β cell identity^4–6^. For example, *PDX1* is one of the diabetes-associated genes in which homozygous mutant humans exhibit pancreatic agenesis^7^, while heterozygotes develop early-onset diabetes consistent with both a developmental and functional role for PDX1^8–11^. Moreover, conditional removal of Pdx1 from mature mouse β cells results in severe glucose dyshomeostasis that stems from rapid deterioration of gene expression programs essential for maintaining β cell function and identity^4^. Inactivation of islet-enriched TFs is associated with and Type 2 diabetes (T2D) pathogenesis. For example, gene expression and immunofluorescence analyses revealed that expression of PDX1, NKX6.1 and MAFA, a sensitive PDX1 gene target are reduced in islets from human donors with T1D and long standing T2D^12^. Given the influential role of Pdx1 in islet ontogeny and β cell function, as well as the control Pdx1 has on the transcriptional properties to maintain β cell identity, understanding ways in which Pdx1 transcriptional activity is modulated is paramount to define its role in diabetes pathogenesis.

Previous work from our group and others has demonstrated the importance of PDX1-associated coregulators in modulation of its transcriptional activity in pancreas development and the mature β cell. An unbiased mass spectrometry screen *in vitro* revealed Pdx1 interacts with a diverse group of chromatin modifiers, including the Ruvbl1/2 DNA helicase, ATP-dependent SWI/SNF chromatin remodeling complex, the chromodomain helicase DNA-binding protein 4 (CHD4) subunit of the Nucleosome Remodeling and Deacetylase (NuRD) complex^13^, and the Staphylococcal Nuclease And Tudor Domain Containing 1 (SND1) coregulator (Personal Communication, Roland Stein, Vanderbilt University (April 2022)). The SWI/SNF chromatin remodeling complex was shown to control pancreatic progenitor cell proliferation and regulate insulin production by permitting PDX1 association with the *Ins2* enhancer^14^. Furthermore, the CHD4 subunit of the NuRD complex was found to regulate glucose homeostasis *in vivo* and *MafA* expression by controlling *MafA* Region 3 enhancer accessibility^15^. Here our focus is on interrogating the role of the SND1 coregulator on controlling gene expression and β cell function *in vitro*.

SND1 contains four repeated staphylococcal nuclease domains and a single Tudor domain, which comprises its endonuclease activity and ability to interact with individual proteins, coregulatory complexes and nucleic acids^16,17^. SND1 has been shown to modulate the transcriptional activity of the STAT5 and STAT6 TFs by controlling inflammation induced gene expression responses in B-lymphocytes^18,19^. In preadipocytes, PPARγ activity is regulated by Snd1 to promote adipogenesis^20^. In these settings, Snd1 acts as a coactivator where it bridges TFs with components of the RNA polymerase II machinery. SND1 has also been shown to govern chromatin accessibility in ovarian cancer cell lines through recruitment of histone acetyltransferases p300 and GCN5^21^. Additionally, SND1 has garnered attention as a metastatic cancer biomarker given its positive correlation with cancer progression^22^. Herein, we characterize the role of Snd1 in controlling β cell function. We demonstrate that PDX1 and SND1 interact in rodent and human β cells, where reduced levels of Snd1 negatively influence insulin secretion. β cell expansion and gene targets critical for β cell function are markedly affected in cells deficient for SND1. Lastly, we reveal interactions between PDX1 and SND1 are reduced in T2D donor β cells and discuss the implications of our findings in relation to T2D pathogenesis.

## Materials and methods

### Cell culture

Rodent and human β cell lines: mouse βTC3 cells, mouse insulinoma 6 (MIN6) cells, rat INS-1 832/13 and human EndoC-βH1 cells (passage number 65–70 used) were cultured using protocols as previously described^23^.

### Snd1 knockout cell lines preparation

Cas9-expressing MIN6 cells were generated as previously described^23^. To generate lentivirus expressing *Snd1* specific gRNAs, we transfected HEK2 93T cells with packaging plasmids pVSV-G, psPAX2 and puromycin-resistant single guide gRNA transfer vectors (Addgene clones: 138479, 12260 and 52,963 (used as backbone for cloning gRNAs)) (Table 1) in Opti-MEM using Lipofectamine 2000. Lentivirus containing *Snd1* gRNA was used to infect MIN6-Cas9 cells which were subsequently selected with Puromycin. One week later, surviving cells were seeded at single cell density, expanded, and screened for SND1 by western blot analyses. We generated 3 *Snd1* knockout clones along with 3 *intron* targeted control cell lines. Sanger Sequencing of Snd1 knockout cell lines was performed to confirm indel of *exon 2*.

**Table 1.** gRNA sequence information.

lentiGuide-Puro sgRNA	
gRNA Control *Snd1* Intron	TTTTGGCTCAACCAACGCAAAGG
gRNA1 *Snd1* Exon 2	GGTGCGCCATAATTGTCCGAGGG
gRNA 2 *Snd1* Exon 2	AATTGTCCGAGGGCAGCCCCGGG

### RNAi-mediated knockdown in β cell lines

Knockdown of *Snd1* was performed as previously described^23^ using the following small interfering (si)RNA for rodent (INS-1 832/13) and human (EndoC-βH1): ON-TARGETplus mouse *Snd1* (Dharmacon, Catalog ID: L-049812-01-0005), human *SND1* (Dharmacon, Catalog ID: L-010657-01-0005), nontargeting control (Dharmacon, Catalog ID:D-001810-10-05). After transfection, RNA and nuclear extract were collected at 48 hours for INS-1 832/13 cells and at 72 hours for EndoC-βH1 cells. The nuclear extracts were fractionated following the procedure previously described^23^. PVDF membranes were then probed with rabbit α-SND1 antibody (Invitrogen, PA5–40124; 1:500) and mouse α-β-actin antibody (Santa Cruz, sc -47,778; 1:1000). The LI-COR system was utilized in conjunction with secondary antibodies to capture images of the blots. The experiments were repeated at least three times, and ImageJ software was employed to quantitate the results.

### Animals and tissue preparation

All animal studies were reviewed and approved by the Indiana University Institutional Animal Care and Use Committee. Mice were housed and cared for according to the Indiana University Laboratory Animal Resource Center and the Institutional Animal Care and Use Committee/Office of Animal Welfare Assurance standards and guidelines. Twelve-week-old male C57BL/6J mice (Jackson Laboratories) were used to isolate whole mouse pancreata. The pancreata were fixed in 4% (v/v) paraformaldehyde/PBS for 4 hours, washed, and then embedded in O.C.T. embedding medium. Cryosections of 6 μm thickness were obtained using a Leica Cryostat. Human pancreatic tissue sections were obtained from the Network for Pancreatic Organ Donors with Diabetes (nPOD) (Table 2).

**Table 2.** nPOD donor sample information.

Case #:	RRID	Diabetes Status	Age (years)	Sex	Race	BMI (kg/m^2^)	T2D Duration (years)	Clinical Information
6020	SAMN15879077	No diabetes	60	Male	Caucasian	29.8	-	intracerebral hemorrhage
6095	SAMN15879152	No diabetes	40	Male	Hispanic/Latino	35.5	-	traffic accident
6254	SAMN15879310	No diabetes	38	Male	Caucasian	30.5	-	anoxic brain injury
6168	SAMN15879224	No diabetes	51	Male	Hispanic/Latino	25.2	-	acute ischemic stroke
6297	SAMN15879351	T2D	60	Male	Caucasian	29.5	3	pulmonary embolism
6203	SAMN15879259	T2D	68.6	Male	Caucasian	32.5	5	intracerebral/intraventricular hemorrhage
6255	SAMN15879311	T2D	55	Male	Caucasian	29.35	6	intraparenchymal hemorrhage
6124	SAMN15879181	T2D	62.3	Male	Caucasian	33.7	3	stroke

### Co-immunoprecipitation and western blotting

To conduct co-immunoprecipitation experiments, 100 μg of either βTC3 or INS-1 832/13 nuclear extracts was combined with goat α-PDX1 antibody (Abcam, ab47383), α-SND1 antibody (PA5–40124), and either goat or rabbit IgG. The mixture was then incubated overnight at 4°C. The following day, Protein A/G PLUS-agarose was used to precipitate the antibody complexes, which were subsequently washed with PBS and boiled with SDS loading dye. The immunoprecipitants were separated by SDS-PAGE, transferred to PVDF membranes, and blocked with Blocking Buffer (LI-COR, 927–70001). Membranes were probed with primary antibodies: goat α-Pdx1 (Abcam, ab47383; 1:20000) and rabbit α-SND1 (Abcam, ab65078; 1:500). For detection, LI-COR IRDye secondary antibodies were employed, and fluorometric scanning was carried out using an Odyssey CLx Imager. Finally, ImageJ software was utilized to quantify the band intensity.

### Proximity ligation assay and immunofluorescence

EndoC-βH1 cells were fixed with 4% paraformaldehyde and permeabilized with 0.1% Triton X-100 24 hours after seeding, before blocking and adding primary antibodies. For mouse cryosections, tissue sections were washed and subjected to 1% SDS-mediated permeabilization prior to blocking and adding primary antibodies. For paraffin-embedded human pancreatic sections from nPOD donors, heat-activated antigen retrieval (Vector Laboratories, H-3300) was performed before blocking and adding primary antibodies.

The proximity ligation assays (PLAs) were conducted following the guidelines provided by the manufacturer (Sigma-Aldrich, DUO92105). The primary antibodies used for proximity ligation were goat α-Pdx1 (Abcam, ab47383; 1:10000) and rabbit α-SND1 (Abcam, ab65078; 1:500). Guinea pig α-insulin (Dako, A0564; 1:100) and mouse α-proinsulin targeting human proinsulin (DSHB, GS-9A8s; 1:200) were utilized for tissue sections. The detection of insulin and human proinsulin was performed using Cy2 secondary fluorophores. Immunofluorescence Z-Stack images were acquired through the depth of the tissues/cells using a Zeiss LSM 800 confocal laser scanning scope and processed using ImageJ software. To quantify PLA signals in human tissue sections, we manually enumerated the signals from individual Z-stack images, then plotted the signal counts in relation to the total number of β cell nuclei quantitated.

### mRNA-Sequencing and analysis

One hundred nanograms of RNA from Control and *Snd1* KO cell lines with RNA integrity numbers ≥ 7.0 was used for library following cDNA preparation (Takara) with the Nextera XT DNA Library Prep Kit (Illumina, Inc.). Each library was quantified, and quality accessed by Qubit and Agilent Bioanalyzer with average size of the library insert ~ 300–400 basepairs. Libraries were denatured and neutralized before loading to the NovaSeq 6000 sequencer for 100b paired-end sequencing (Illumina, Inc.). Approximately 12–18 × 10^6^ reads per library were generated. A Phred quality score (Q score) was used to measure the quality of sequencing with more than 95% of the sequencing reads reached Q30 (99.9% base call accuracy). The generated FASTQ files were processed using the Genialis visual informatics platform (https://www.genialis.com). Raw and analyzed mRNA-Sequencing data sets have been deposited in GEO (accession number: GSE240993).

### Quantitative PCR

RNA extraction from Control and *Snd1* knock out MIN6 cells was carried out following the manufacturer’s instructions (Zymo Research, D7001). Subsequently, cDNA synthesis was performed according to the manufacturer’s guidelines (Applied Biosystems 4,368,814). Quantitative (q)PCR reactions were conducted using the gene primers listed in Table 3 on a QuantStudio™ 3 Real-Time PCR System (Applied Biosystems, A28567). To determine relative gene expression changes, the 2^−ΔΔCT^ method was employed with 18s used as the normalization reference.

**Table 3.** qPCR primers.

Gene	Forward Primer	Reverse Primer
Mouse qPCR primers		
*18s*	AGTCCCTGCCCTTTGTACACA	GATCCGAGGGCCTCACTAAAC
*Glp1r*	ACGGTGTCCCTCTCAGAGAC	ATCAAAGGTCCGGTTGCAGAA
*Pdgfra*	AGAGTTACACGTTTGAGCTGTC	GTCCCTCCACGGTACTCCT
*Rgs8*	GCAGGAACAAAGGCATGAGGA	TGCTTCTTCCGTGGAGAGTCT
*Rgs16*	CCATGCCTTCCTAAAGACGGA	GTACTCGTCAAAGATGTGGTGAG
*Sct*	AGACACTCAGACGGAATGTTCA	CTGGTCCTCTAAGGGCTTGGA
*Six2*	CACCTCCACAAGAATGAAAGCG	CTCCGCCTCGATGTAGTGC
*Pou3f2*	GCAGCGTCTAACCACTACAGC	GCGGTGATCCACTGGTGAG
*Sp8*	GCTACCTGTAATAAGATCGGCAG	GAGGAGCGTTTCCAAGGGTG
*Crp*	ATGGAGAAGCTACTCTGGTGC	ACACACAGTAAAGGTGTTCAGTG
Human qPCR primers		
*18S*	GCAGAATCCACGCCAGTACAAG	GCTTGTTGTCCAGACCATTGGC
*PDX1*	AAGTCTACCAAAGCTCACGCG	GTAGGCGCCGCCTGC
*SND1*	CAGAACCGGCTTTCAGAATGT	TAGTATGTGAACCGTTCCCCT
*INS*	AGAGGCCATCAAGCAGATCACTGT	AGGTGTTGGTTCACAAAGGCTG
*GLP1R*	GGTGCAGAAATGGCGAGAATA	CCGGTTGCAGAACAAGTCTGT
*MAFA*	TGAGCGGAGAACGGTGATTTCTAAGG	GGAACGGAGAACCACGTTCAACGTA
*RGS16*	ATCAGAGCTGGGCTGCGATA	CAGGTCGAACGACTCTCTCC
*SIX2*	CCTGCGAGCACCTTCACAA	CTCGATGTAGTGTGCCTTGAG
*SLC2A1*	GGACAGGCTCAAAGAGGTTATG	AGGAGGTGGGTGGAGTTAAT
*SLC2A2*	CTAGGCAGAGCTGCGAATAAA	CTAGTTGGGAGTCCTGTCAATTC
*MAFB*	ACCTTGGCTAAGGCGAGAGTAG	CTTCAGCCTGGAGAGAAGTTACTC

### Glucose-stimulated insulin secretion

INS-1 832/13 and EndoC-βH1 cells treated with siControl and siSnd1/siSND1 were seeded at a density of 2 × 10^6^ cells per well in a 6-well plate. After either 48 (INS-1 832/13) or 72 (EndoC-βH1) hours, cells were exposed to a baseline glucose solution containing 1 mM glucose for 1 hour. The solution was then removed, and the cells were treated with either 2.8 mM glucose (low) or 16.7 mM glucose (high) for 1 hour. Secretion media was collected, and acid/ethanol solution was added to the cells to collect content samples. Measurement of INS-1 832/13 and EndoC-βH1 cell secretion media were performed using human insulin ELISA since INS-1 832/13 cells contain a human insulin expression cassette^24^. The ELISA was conducted by the Translation Core at Indiana University School of Medicine. To ensure consistency, all secretion samples were normalized to insulin content and fold change calculated by dividing the percentage of secreted insulin at high glucose to the percentage of secreted insulin at low glucose for each experimental replicate.

### Immunostaining

LUXendin551 (Celtarys Research; CELT-111; 250 nM) was applied to MIN6 *Snd1* knockout cells for 60 minutes before fixation in 4% paraformaldehyde. Mouse monoclonal α-E-cadherin 1:500 (BD Bioscience catalog 610,181) antibodies were applied overnight at 4°C in PBS + 0.1% Triton + 1% BSA. Secondary Cy5 donkey α-mouse (LI-COR IRDye secondary antibodies; 1:2000) antibodies were applied in the same buffer for 2 hours at room temperature. Images were acquired on a Zeiss LSM 800 confocal laser scanning scope and processed using ImageJ software. GLP1R surface expression was quantified vs. total E-cadherin expression and normalized against control cell lines.

### cAMP assay

cAMP assays were performed in *Snd1* knockout and control MIN6 cells. Briefly, 7500 cells/well were seeded into a 384-well plate and cells were incubated with 50 nM Exendin-4 in the presence of 16.7 mM glucose at 37°C in a humidified incubator with 5% CO_2_ for 30 minutes. Cell lysis and measurement of cAMP were carried out with a HTRF (Cisbio) assay according to the manufacturer’s instructions using a Molecular Devices SpectraMax iD5 plate reader. All assays were performed in the presence of 500 μM IBMX to inhibit phosphodiesterase activity.

### WST-1 assay

MIN6 control and *Snd1* knockout cell lines were used to prepare the cell suspension at a concentration of 5 × 10^4^ cells/well in 100 µl culture medium. The suspensions were then seeded in 96-well plates (100 µl/well) and incubated at 37°C in a humidified incubator with 5% CO_2_ for required exposure time. Each day following, WST-1 reagent solution was added to each well and the plate is incubated at 37°C for 2 hours. After incubation, the absorbance is measured at 450 nm with a multiplate reader.

### Statistical analysis

To determine statistical significance, the two-tailed Student’s t-test and/or One-way ANOVA were employed. The data are presented as the mean ± SEM. A significance threshold of *p* < 0.05 was used to identify significant differences between groups. Each experiment was repeated a minimum of three times.

## Results

### PDX1 and SND1 interact in mouse and human β cells

To validate the novel PDX1:SND1 interactions discovered through unbiased IP-mass spectrometry analysis using nuclear enriched extract from rodent pancreatic β cell lines (Personal Communication, Roland Stein, Vanderbilt University (April 2022)), we conducted co-immunoprecipitation (co-IP) experiments on non-crosslinked nuclear enriched extracts from two different rodent lines: βTC3 and INS-1 832/13 cells. For the co-IP, we employed PDX1 and SND1 antibodies to capture the complexes associated with the proteins and then immunoblotted for SND1 and PDX1. The results revealed that SND1 and PDX1 proteins are pulled-down in the reciprocal co-IP labels in comparison to the IgG controls, thereby confirming the interaction between these proteins (Figure 1a).

**Figure 1.**
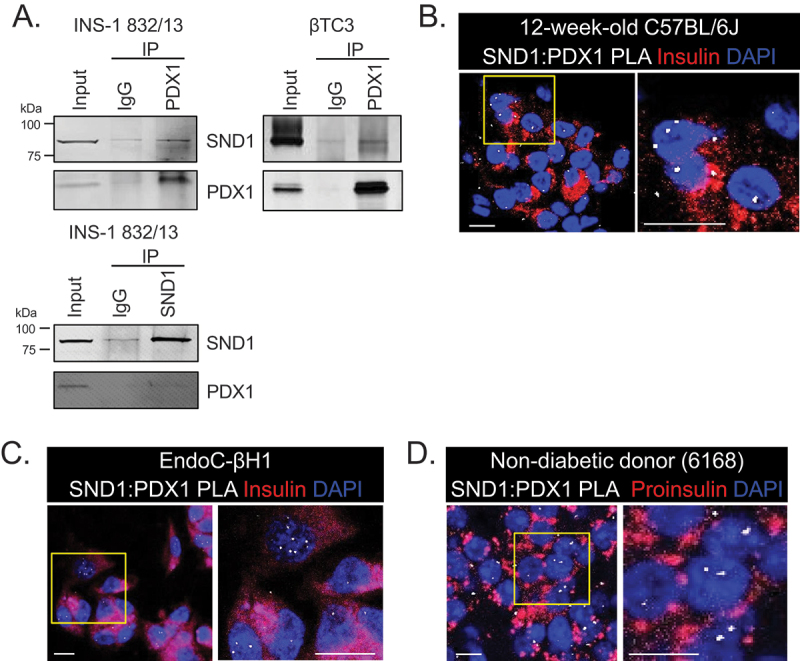
PDX1 and SND1 interact in rodent and human β cell lines and primary β cells. (a) co-immunoprecipitation of PDX1 or SND1, followed by immunoblotting for PDX1 and SND1 in INS-1 832/13 and βTC3 nuclear extracts. (b-d) proximity ligation assays (PLAs) using antibodies for SND1 and PDX1 were performed on (b) 12-week-old C57BL/6J, (c) human EndoC-βH1 β cells, and (d) 51-year-old non-diabetic male donor tissues acquired from nPOD (donor # 6168). The images on the right in b-d are magnified regions outlined in the yellow box. The white, fluorescent foci from the PLA represent individual PDX1:SND1 interactions. (scale bars = 10 μm).

To further validate the presence of PDX1:SND1 complex formation in β cell nuclei, we conducted proximity ligation assays (PLA) using α-SND1 and α-PDX1-specific antibodies in 12-week-old C57BL/6J mouse pancreatic tissue (Figure 1b), human EndoC-βH1 β cell lines (Figure 1c), and pancreatic tissue from a non-diabetic human donor acquired from the Network for Pancreatic Organ Donors (nPOD) (Figure 1d; nPOD donor: 6168). The PLA assay generates fluorescent puncta if the target proteins are within 30–40 nm of each other, indicating protein-protein interactions. As a control for the PLA, we performed PLA using α-PDX1-specific antibody alone demonstrating minimal background signals (Supplemental Figure S1). In both mouse and human β cell nuclei incubated with both PDX1 and SND1 antibodies we observed PLA signals, providing further confirmation of the presence of PDX1:SND1 complex formation in primary β cells.

### Glucose-stimulated insulin secretion is impaired in SND1-depleted rodent and human β cells

Pancreatic β cells are unique in synthesizing, packaging and releasing insulin upon glucose stimulation. To determine if SND1 depletion affects glucose stimulated insulin secretion (GSIS) in β cells, we knocked down *Snd1* via siRNA in the rat INS-1 832/13 and human EndoC-βH1 β cell lines, which achieved 51 ± 31% (INS-1 832/13) or 50 ± 8.2% (EndoC-βH1) knockdown (Figures 2a, 2d respectively). In response to 16.7 mM high glucose challenge, secreted insulin levels in the siSnd1/siSND1 knockdown cells were significantly lower than siControl cells Figure 2(d,e). Insulin content in *siSnd1* knockdown cell lines remained unchanged suggesting SND1 is not critical for insulin production Figure 2(c-f).

**Figure 2.**
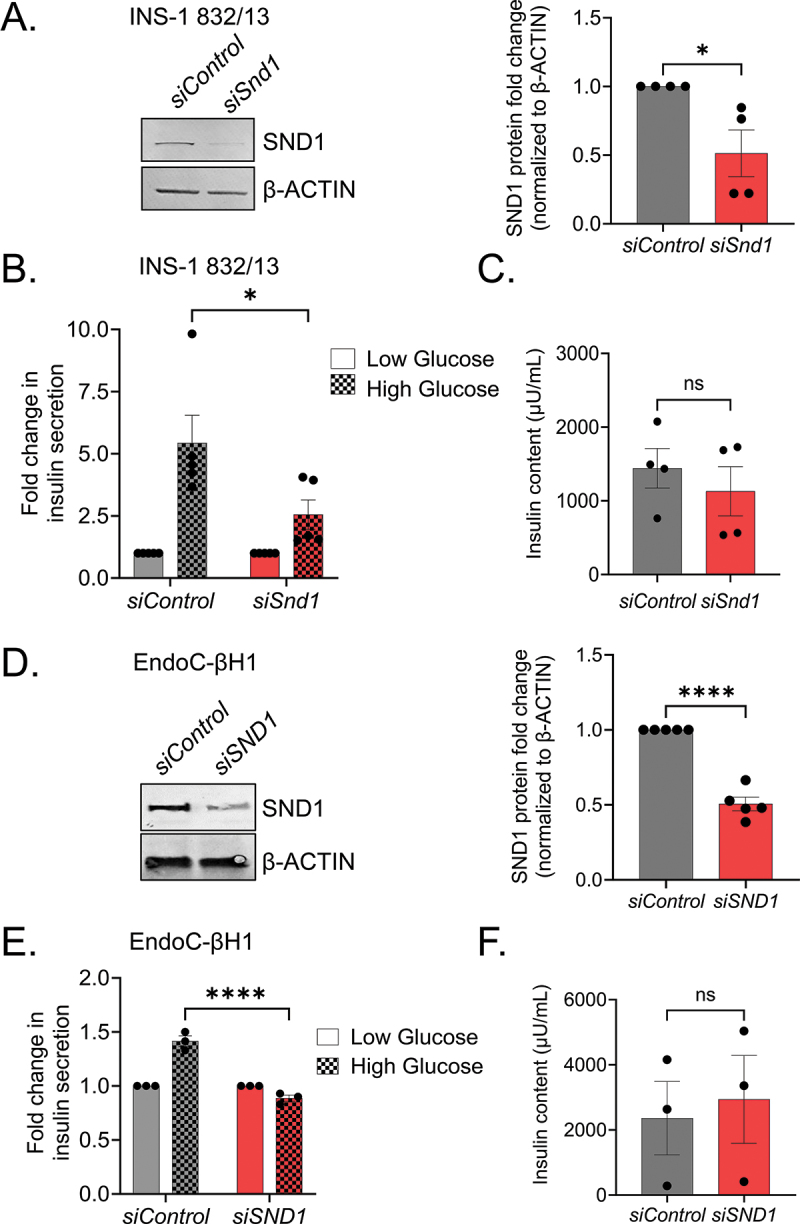
Reduction in *Snd1* negatively impacts glucose-stimulated insulin secretion in rodent and human β cell lines. Immunoblot of nuclear extracts from siControl and si*Snd1* treated INS-1 832/13 (a) and EndoC-βH1 (d) cells demonstrate significant reductions of SND1. Quantitation of SND1 protein levels normalized to β-ACTIN shown to the right. (b) glucose-stimulated insulin secretion in si*Snd1* cells is blunted in INS-1 832/13 (b) and EndoC-βH1 (e) cells with no change in insulin content (c, f). (*n* = 3–5). ns, not significant; *, *p* < 0.05; ****, *p* < 0.0001.

### SND1 regulates important genes related with insulin secretion in rodent β cell lines

To generate tools to investigate the defect in GSIS observed in rodent and human β cell lines following reduction of *Snd1*, we utilized CRISPR/Cas9 gene-editing technology to delete *Snd1* from MIN6 β cell lines. Previously generated Cas9 expressing MIN6 β cell lines^23^ were infected with lentivirus encoding gRNAs targeting *exon 2* coding region or a non-coding *intron* region (used as control) of *Snd1* (Table 1). 

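The gRNAs of Table 1 were matched to the annotated transcripts of *Snd1* in GENCODE M21, an annotation of the mouse genome build GRCm38. *Snd1* (ENSMUSG00000001424) lies on the plus strand of chromosome 6 from 28475139 to 28935162 and has 12 annotated transcripts. Cas9 is a nuclease that a gRNA directs to a matching stretch of DNA next to a short motif, the PAM, and its cleavage is expected 3 bases before the PAM. The gRNA1 target GGTGCGCCATAATTGTCCGA lies on the plus strand from 28512845 to 28512864, with the PAM GGG from 28512865 to 28512867. The gRNA2 target AATTGTCCGAGGGCAGCCCC lies on the same strand from 28512855 to 28512874, with the PAM GGG from 28512875 to 28512877. Both targets are within *exon 2*, which spans 28512835 to 28512984 and holds 150 bases, or 50 codons. Each was found in 4 of the 12 transcripts, and in 3 of these it lies in the coding sequence. Cleavage by gRNA1 is expected between 28512861 and 28512862, after 27 bases of the exon and 105 coding bases, directly after codon 35. Cleavage by gRNA2 is expected between 28512871 and 28512872, after 37 bases of the exon and within codon 39. The intron control target TTTTGGCTCAACCAACGCAA, with the PAM AGG, matched 0 of the 12 transcripts in either direction, and its position within the intron was not analysed here.

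**Figure D1:**
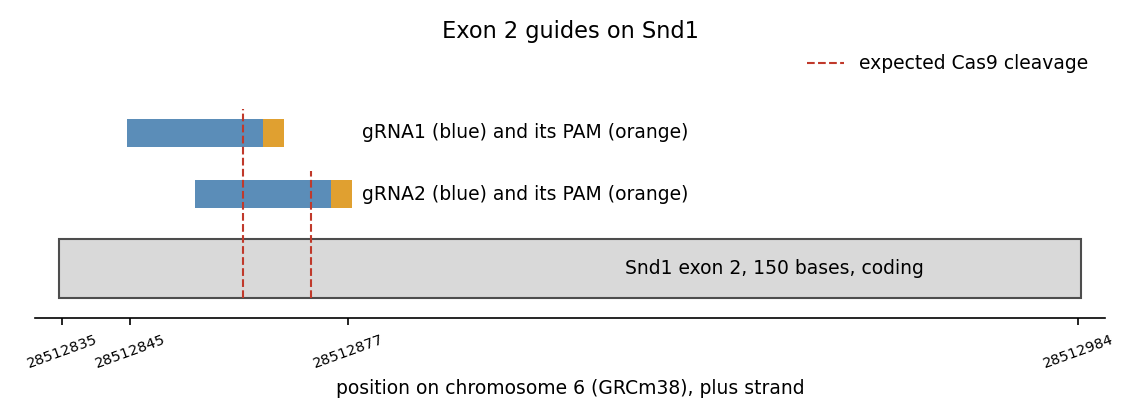
Map of *Snd1* *exon 2* on chromosome 6 of GRCm38, with position in bases on the horizontal axis. Blue bars mark the gRNA1 and gRNA2 targets, orange bars their PAMs, and dashed lines the expected Cas9 cleavage, after 27 bases of the exon for gRNA1 and 37 for gRNA2.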

Following puromycin selection, individual cells were seeded and expanded to derive clonal cell lines deficient for *Snd1*. Of the clonal lines screened, we selected 3 intron-targeted control and 3 *exon* 2-target SND1-deficient clonal cell lines (hereafter, referred to as *Snd1* KO) (Figure 3a). Sequencing of *Snd1* KO clones confirmed indels that led to disrupted SND1 protein (Supplemental Figure S2).

**Figure 3.**
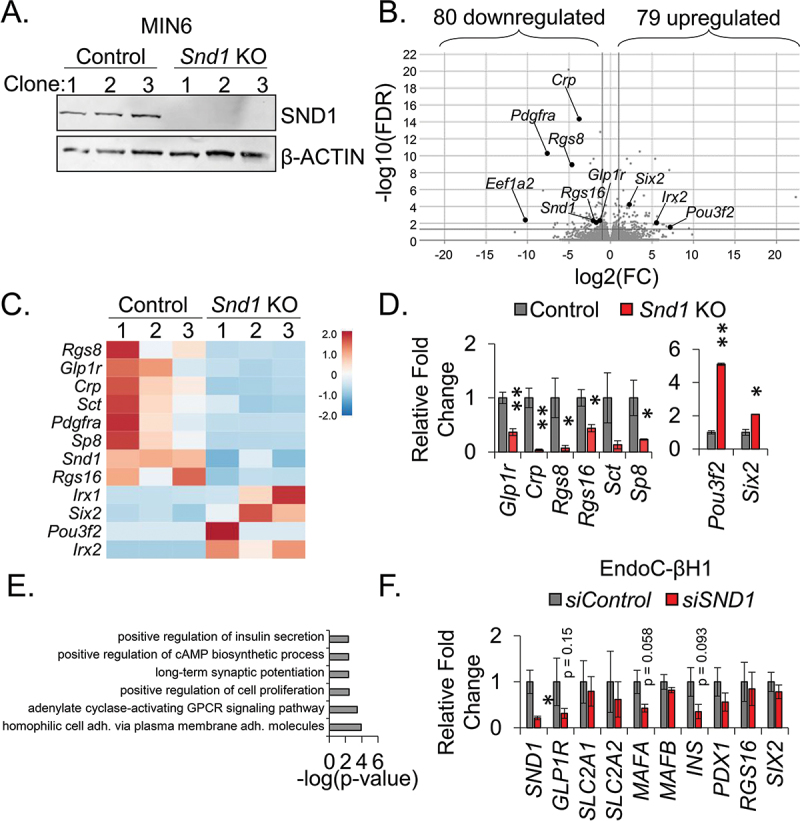
SND1 controls a subset of genes important for β cell expansion and function. (a) immunoblot of nuclear extracts for SND1 and β-ACTIN from clonal CRISPR/Cas9 *intron* - control and *exon 2* - *Snd1* KO cell lines. (b) volcano plot illustrating the most differentially expressed genes in *Snd1* KO β cell lines. (c Heatmap hierarchical clustering displaying log2(Fold change) of select subset of differentially expressed genes in *Snd1* KO β cells. (d) qPCR performed on independently isolated RNA from control and *Snd1* KO cell lines. (e) biological processes of the 159 differentially expressed genes identified by gene ontology (GO) analysis include those associated with insulin secretion, cAMP biosynthesis, and cell proliferation. (f) qPCR of select subset of genes following siRNA-mediated depletion of SND1 from EndoC-βH1 cells. *, *p* < 0.05; **, *p* < 0.01.

To identify genes differentially expressed in *Snd1* KO β cell lines, we performed unbiased mRNA sequencing and based differential gene expression on a two-fold cutoff and false discovery rate of < 0.05. 

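MIN6 is a mouse insulinoma cell line used as a model of β cells. RNA from 3 intron-targeted control clones and 3 *Snd1* KO clones was sequenced, with 1 library per clone. The authors processed the paired-end reads on the Genialis platform and deposited 1 value per gene and clone as TPM, which is the number of reads on a gene divided by the length of the gene and scaled so that each library sums to 1000000. Each library lists 53808 mouse genes, of which 53706 were matched to GENCODE M21. The low TPM values are whole multiples of what 1 read is worth when the length of a gene is taken as the summed length of every exon of all its annotated transcripts. With this length, 91.7% of 14851 genes with a mean of at least 1 TPM and a value above 0 in every clone gave whole reads in all 6 clones, compared with 22.6% when each exonic base was counted once. The summed length is longer by a median factor of 1.67, which lowers the TPM of genes with many transcripts relative to other genes, but is the same in every clone. The reads on genes recovered in this way numbered 32950653, 31185687 and 25775564 in control clones 1 to 3 (median 31185687), and 29302620, 26984901 and 30270780 in *Snd1* KO clones 1 to 3 (median 29302620). The paper gives approximately 12 to 18 M reads per library, where M stands for 1000000. The TPM values rest on the recovered reads, and a gene with at most 3 reads in a clone was taken as at the floor of detection there.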

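For differential gene expression, log2(TPM + 1) was compared between the 3 *Snd1* KO and 3 control clones with limma, using a mean-variance trend and Benjamini-Hochberg adjustment over the 17823 genes with a mean of at least 0.5 TPM. The threshold was that of the paper, an adjusted p-value under 0.05 and a change of at least 2-fold. Fold changes on the log2(TPM + 1) scale understate the change of genes with low TPM. An exact two-sided permutation test of 3 clones against 3 cannot give a p below 0.1. Across 11368 genes with a mean of at least 5 TPM, which are not independent replicates, the Pearson correlation of log2(TPM + 1) was 0.980 between Control 1 and Control 2 and 0.974 between *Snd1* KO 2 and *Snd1* KO 3. Control 3 was closer to *Snd1* KO 3 (0.955) and *Snd1* KO 2 (0.949) than to Control 1 (0.943) or Control 2 (0.936). The first principal component held 40.3% of the variance, with Control 1 at 30.3, Control 2 at 33.0, *Snd1* KO 1 at 2.74, Control 3 at −12.9, *Snd1* KO 3 at −18.0 and *Snd1* KO 2 at −35.1. The second held 27.4% and set *Snd1* KO 1 apart at −43.4. The third held 18.4% and set Control 3 apart from all other clones, at −36.3 compared with 0.78 (Control 1) to 12.3 (*Snd1* KO 1). The paper and the sample labels name no sequencing batch.

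**Figure D2:**
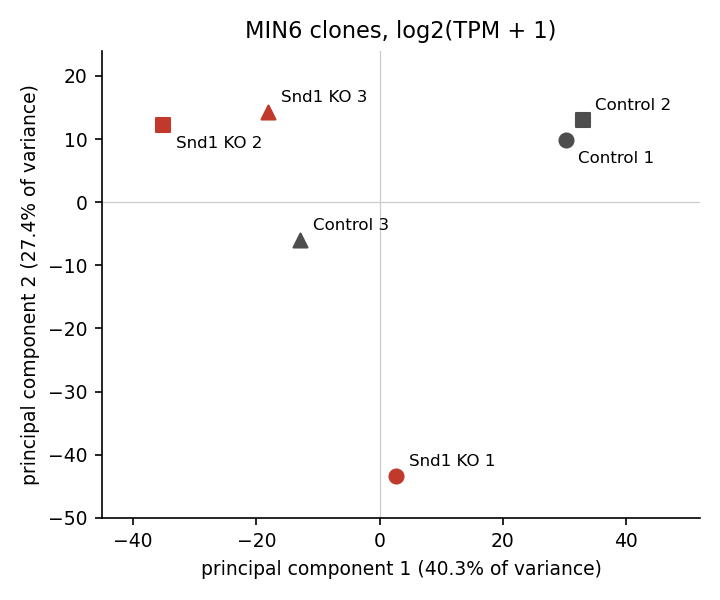
Principal components of the 6 MIN6 clones on log2(TPM + 1) of 11368 genes, without units, with component 1 (40.3% of the variance) on the horizontal axis and component 2 (27.4%) on the vertical axis. Each point is 1 clone, control clones in grey and *Snd1* KO clones in red, with the shape giving the clone number. Control 3 lies on the side of *Snd1* KO 2 and *Snd1* KO 3 along component 1, and *Snd1* KO 1 lies lowest along component 2.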

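*Snd1* itself was measured first in each clone. It had 113, 119 and 112 TPM in control clones 1 to 3, from 10627, 10586 and 9089 reads, and 14.7, 57.1 and 19.9 TPM in *Snd1* KO clones 1 to 3, from 1247, 4650 and 1735 reads. The *Snd1* KO clones thus had 12.9%, 49.8% and 17.3% of the control mean. The group means were 115 ± 3.57 TPM (SD, n = 3) in control and 30.6 ± 23.1 TPM (SD, n = 3) in *Snd1* KO clones, a log2 fold change of −2.11 (standard error 0.45, adjusted p = 0.511, limma). Every *Snd1* KO value was below every control value (exact permutation test, p = 0.1, the smallest p that 3 clones against 3 allow). *Snd1* KO 2 moved the fold change most, to −2.67 when it was left out, and over the 6 fits that each left out 1 clone the highest value was −1.73. With clones weighted by their estimated quality the log2 fold change was −2.31 with an adjusted p of 0.0195, and over all alternatives the adjusted p lay between 0.0195 and 0.983. These reads lie anywhere on the gene and carry no information on the edited bases or on SND1 protein.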

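Of the 17823 genes tested, 1 was downregulated and 0 were upregulated in *Snd1* KO clones at an adjusted p-value under 0.05 and a change of at least 2-fold. At an unadjusted p-value under 0.05 there were 1419 genes, of which 400 also changed at least 2-fold, 129 downregulated and 271 upregulated. After quantile normalization between clones that split was 175 downregulated and 188 upregulated. The alternative that moved the count most weighted the clones by their estimated quality, with the lowest weights in Control 3 (0.279) and *Snd1* KO 1 (0.286) and the highest in *Snd1* KO 3 (3.91), and gave 895 differentially expressed genes, 370 downregulated and 525 upregulated. *Snd1* KO 2 had a weight of 0.672, so the *Snd1* KO group then rests mainly on *Snd1* KO 3. The control group rests mainly on Control 1 (1.88) and Control 2 (2.54). Without Control 3, 0 genes passed, and 815 genes had an unadjusted p-value under 0.05 with a 2-fold change. Without *Snd1* KO 1, 0 genes passed and 770 met these looser limits. A total of 1727 genes were higher and 718 were lower in every *Snd1* KO clone than in every control clone, 13.7% of the genes tested, where chance gives 10%. The 1 gene that passed was *Gm24966*, which encodes a small nucleolar RNA, with 34, 33 and 26 reads in control clones and 1, 2 and 1 in *Snd1* KO clones. It no longer passed in 5 of the 6 fits that each left out 1 clone.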

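The genes measured by qPCR were looked up in the same fit. *Crp* (ENSMUSG00000037942, C-reactive protein, chromosome 1 from 172698055 to 172833031) fell from 78.5 ± 31.7 TPM (SD, n = 3) in control to 6.67 ± 3.44 TPM (SD, n = 3) in *Snd1* KO clones, or 8.50% of control, a log2 fold change of −3.40 (standard error 0.39, adjusted p = 0.220, limma). *Sct* (ENSMUSG00000038580, secretin, chromosome 7 from 141278330 to 141279133) went from 216 ± 113 to 42.4 ± 32.9 TPM (SD, n = 3 each), a log2 fold change of −2.45 (standard error 0.59, adjusted p = 0.544). *Sp8* (ENSMUSG00000048562, chromosome 12 from 118846329 to 118852576), which encodes a zinc finger transcription factor, averaged 105 ± 54.3 TPM in control and 20.1 ± 0.681 TPM in *Snd1* KO clones (SD, n = 3 each), a log2 fold change of −2.20 (standard error 0.35, adjusted p = 0.324). *Six2* (ENSMUSG00000024134, a homeobox gene on chromosome 17 from 85684277 to 85688274) rose from 4.77 ± 1.42 to 20.0 ± 9.05 TPM (SD, n = 3 each), a log2 fold change of 1.79 (standard error 0.37, adjusted p = 0.450). In these 4 genes the control and *Snd1* KO values did not overlap (exact permutation test, p = 0.1 for each). With each clone left out in turn, the log2 fold change stayed between −3.73 and −3.09 for *Crp*, −3.04 and −2.02 for *Sct*, −2.57 and −1.81 for *Sp8*, and 1.49 and 2.17 for *Six2*. Only with clone quality weights did the 4 genes pass, each at an adjusted p of 0.0179, and over all alternatives it reached at most 0.593, 0.983, 0.879 and 0.938, respectively. *Pou3f2* (ENSMUSG00000095139, a POU homeobox gene on chromosome 4 from 22482780 to 22488366) had 0 reads in every control clone and 87, 1 and 2 reads in *Snd1* KO clones 1 to 3, so that its mean was at least 10.4-fold higher but rested on *Snd1* KO 1 (adjusted p = 0.754).

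**Figure D3:**
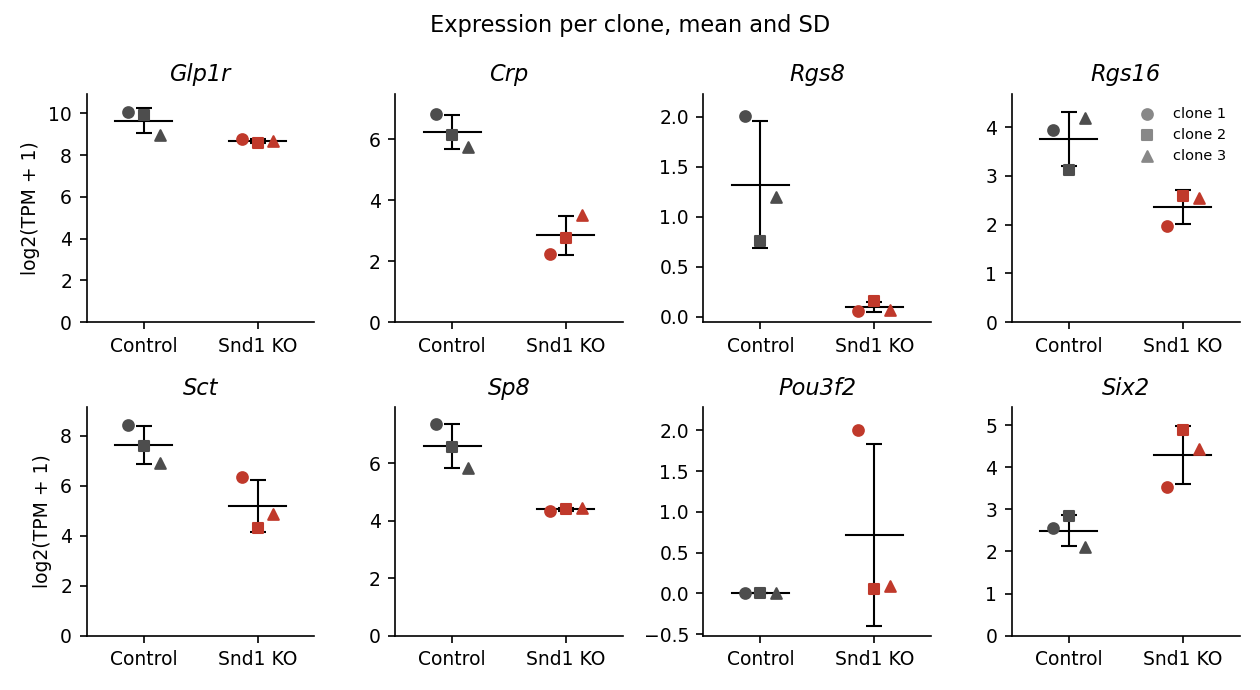
Expression of the 8 genes measured by qPCR in the MIN6 clones, on a log2(TPM + 1) axis for each gene, with control clones in grey and *Snd1* KO clones in red. Each point is 1 clone, its shape gives the clone number, and bars mark the mean and SD of n = 3. The control and *Snd1* KO points do not overlap in any of the 8 genes, and the higher mean of *Pou3f2* comes from *Snd1* KO 1.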

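Further genes named in Figure 3 were examined in the same way. *Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215), which encodes a growth factor receptor, had 2412, 978 and 268 reads in control clones and 3, 4 and 13 reads in *Snd1* KO clones. Its mean was 8.84 ± 7.55 TPM in control and 0.0516 ± 0.0410 TPM in *Snd1* KO clones (SD, n = 3 each), a log2 fold change of −2.89 on the log2(TPM + 1) scale (standard error 0.59, adjusted p = 0.450, limma) and a log2 ratio of means of −7.42. It passed with clone quality weights (−3.30, adjusted p = 0.0179, within a range of 0.0179 to 0.983 over all alternatives). With 1 clone left out, its log2 fold change lay between −3.54 and −2.29. Its log2 ratio of means was then between −8.30 (without *Snd1* KO 3) and −6.52 (without Control 1). *Eef1a2* (ENSMUSG00000016349, chromosome 2 from 181147653 to 181157014) had 2.01, 2.73 and 626 TPM in control clones 1 to 3 and 0.465, 0 and 0.0900 TPM in *Snd1* KO clones. Control 3 therefore decided its log2 fold change of −4.04 (standard error 1.96, adjusted p = 0.609), which was −1.52 without that clone (adjusted p = 0.137, the lowest of a range up to 0.983 over all alternatives). *Irx1* (ENSMUSG00000060969, chromosome 13 from 71957921 to 71963723) had 0, 0 and 1 reads in control and 2, 29 and 65 reads in *Snd1* KO clones. Its mean was at least 11.0-fold higher (adjusted p = 0.607) but rested on *Snd1* KO 2 and *Snd1* KO 3. With 1 clone left out, its log2 fold change of 1.18 lay between 0.73 and 1.71. It passed with clone quality weights (adjusted p = 0.0238), and its adjusted p was 0.983 at most over the alternatives. *Irx2* (ENSMUSG00000001504, chromosome 13 from 72628820 to 72634198) had 0 reads in every control clone and 2, 1 and 2 reads in *Snd1* KO clones, at or under the floor in both groups, so no fold change was taken. Of 20 genes fixed before the data were examined, the 19 that passed the expression filter, all but *Irx2*, were also tested as a list. It holds genes that the paper names for these lines, *Pdx1*, and *Pcsk1*, *Pcsk2* and *Cpe*, which were chosen here for its statement on insulin processing enzymes, as *Ins1*, *Ins2* and *Mafa* were for its statement on *INS* and *MAFA*. Of these, 9 had an adjusted p-value under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested, compared with 9 at an unadjusted p-value under 0.05. One of the 9 is *Snd1* itself, which the study targeted. The other 8 are among the 11 genes that the study picked from these same libraries, so their count is not independent evidence.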

With these parameters, we discovered 80 downregulated- and 79 upregulated-genes Figure 3(b,c). qPCR analysis was performed to validate several of the differentially downregulated (*Glp1r, Crp, Rgs8, Rgs16, Sct*, and *Sp8*) and upregulated genes (*Pou3f2, Six2*) (Figure 3d). 

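GO terms were not used here. In their place, 10 short gene sets written by hand before the data were examined were tested with camera from limma at a preset correlation between genes of 0.01, with adjustment over the sets. This asks whether the genes of a set shift together in 1 direction. The paper's GO analysis took its downregulated and upregulated genes together. A set whose genes move both ways can show no shift, so these results do not test the paper's GO terms. The cAMP set holds receptors such as *Glp1r*, adenylate cyclases, phosphodiesterases and protein kinase A genes, and 24 of its 35 genes passed the expression filter. Their median log2 fold change was −0.04, with 12 of 24 genes higher in *Snd1* KO clones (adjusted p = 0.795). Leaving out Control 3 moved this median most, to −0.19, whereas it was above 0 without Control 1 (0.039), without Control 2 (0.035), without a filter (0.013), with a mean of at least 5 TPM (0.042), and after rescaling without insulin and mitochondrial genes (0.012). Without *Glp1r*, which the study picked from these libraries, the median of the other 23 genes was 0.013. The insulin secretion set holds genes of glucose sensing, ion channels and exocytosis. Of its 27 genes that passed the filter, 20 were higher in *Snd1* KO clones, with a median of 0.10 (adjusted p = 0.433, and between 0.124 and 0.875 over all alternatives). The cadherin and protocadherin set, for homophilic cell adhesion, had a median of −0.10 over 62 genes, 28 of them higher (adjusted p = 0.252). The median was 0.036 over 92 genes without the filter, −0.0081 without *Snd1* KO 2, −0.020 without Control 1, −0.034 without Control 2 and −0.17 without Control 3. Protocadherin genes of 1 cluster share exons, so reads can be split between them. In every *Snd1* KO clone compared with every control clone, 4 genes were higher and 2 lower in the cAMP set, 3 higher and 1 lower in the insulin secretion set, and 8 higher and 5 lower in the adhesion set, where chance gives 10% for both directions together. Single genes went both ways, with log2 fold changes from −1.12 to 1.60 in the cAMP set and −1.28 to 0.99 in the insulin secretion set. Over the 10 sets, 2 passed at an adjusted p-value under 0.05 with the preset correlation, and 0 passed with an estimated correlation or with fry, which keeps the correlation between genes.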

Gene Ontology (GO) analysis of these genes using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) led to the identification of pathways linked to cell proliferation, cAMP biosynthesis and insulin secretion (Figure 3e), the latter of which could explain the functional defect in insulin secretion following the *Snd1* knockdown in INS-1 832/13 and human EndoC-βH1 β cell lines (Figure 2). Interestingly, qPCR analysis in EndoC-βH1 cells following *SND1* knockdown revealed a partial overlap with genes differentially expressed in *Snd1* KO cells, including a trending reduction in *GLP1R*, and unique differences between mouse and human cell lines, including trending reductions in *MAFA* and *INS* (Figure 3f). We next utilized publicly available PDX1-ChIPSeq datasets from mouse islets peaks localized to 7876 genes^25^ and overlaid with the 159 differentially expressed genes identified in *Snd1* KO cells. This analysis revealed 59 of the 159 DEGs in *Snd1* KO cells were bound by PDX1 in mouse islets including *Glp1r, Crp, Rgs8, Rgs16.*

Interestingly, *SND1* has been linked to cell proliferation in the context of human cancer progression and metastatic spread^26^. We followed up on our GO pathway analyses findings by performing a WST-1 assay for cell expansion. Control and *Snd1* KO cells were seeded at the same density and the WST-1 reagent was added on sequential days to measure expansion. The cleavage of the tetrazolium salt WST-1 to formazan by cellular mitochondrial dehydrogenases is measured as a proxy for the number of viable cells in the dish. Interestingly, we revealed that *Snd1* KO lines have significantly blunted cell expansion capacity in comparison to control lines (Supplementary Figure S3A).

### SND1 deficient rodent β cell lines show a trend towards reduced GLP1R and cAMP response to exendin-4

GLP1R is a class B G-protein-coupled receptor involved in glucose homeostasis and serves as a recent modality for treating T2D and obesity^27^. GLP-1, an incretin that targets GLP1R, has been shown to have several effects, including potentiating insulin secretion, inhibiting glucagon secretion, slowing gastric emptying, and promoting satiety^28^. Reagents for the detection of GLP1R protein in tissues are limited. Recently, GLP1R fluorescent antagonists (termed LUXendins) have been generated to efficiently label GLP1R on the surface of tissues in which it is expressed^29,30^. To evaluate changes in GLP1R protein levels, *Snd1* KO and control β cell lines were treated with the fluorescent LUXendin 551 probe and counterstained with E-cadherin to mark the surface of the β cells. Quantitative analyses revealed that GLP1R levels are trending down in *Snd1* KO cell lines (Supplemental Figure S3B).

Upon agonist binding to the GLP1R on the surface of pancreatic β cells, downstream signaling leads to activation of the enzyme adenylate cyclase, which converts ATP into cyclic adenosine monophosphate (cAMP)^31,32^. Increased cAMP levels play a crucial role in the potentiation of GSIS by enhancing insulin granule exocytosis and gene expression of insulin and other factors involved in insulin secretion^33^. Given the trending reduction of GLP1R protein in *Snd1* KO cells (Supplemental Figure S3B) and the link of other genes differentially expressed to cAMP biosynthesis (Figure 3E), we measured cAMP accumulation in control and *Snd1* KO β cell lines upon high glucose (16.7 mM) in presence of GLP1R-agonist, Exendin-4. We observed a trending reduction in cAMP accumulation in the *Snd1* KO cell lines as compared to control cell lines (Supplemental Figure S3C).

### PDX1:SND1 interactions are reduced in T2D donor β cells

Previously, our group and others have revealed that interactions between PDX1 and the coregulators BRG1 and CHD4 are reduced in human T2D donor β cells^13,23^, indicating an important role for the PDX1:BRG1 and PDX1:CHD4 complex formation to maintain β cell function. To assess whether PDX1:SND1 demonstrate similar perturbed interactions, we utilized PLA on closely age-, BMI- and sex-matched non-diabetic and T2D human donor tissue sections procured from nPOD (Donor information in Table 2, *n* = 4). We observed that a greater number of β cell nuclei were devoid of PLA signals and fewer β cell nuclei contained 1 and 2 PLA signals in T2D donor tissue compared to non-diabetic donor tissue Figure 4(a,b). We confirmed that PDX1 and SND1 protein levels were similar between non-diabetic and diabetic donor tissues, inferring the reduced interaction is not due to less protein in the samples (Supplemental Figure S4). These data highlight the importance of PDX1:SND1 interactions in maintaining β cell function, and that disruption of their interactions is associated with β cell dysfunction present in T2D pathophysiology.

**Figure 4.**
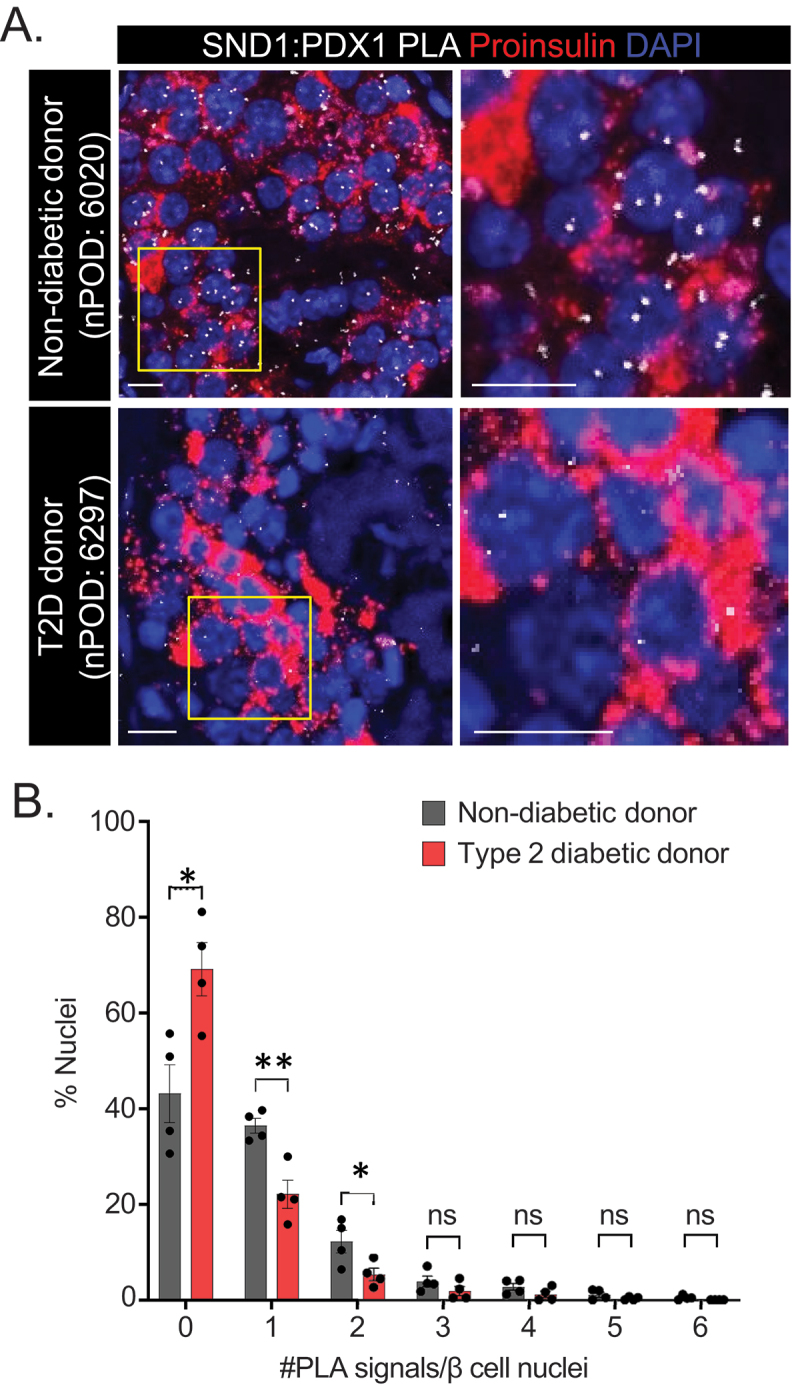
PDX1:SND1 interactions are negatively impacted in T2D human β cells. (a) Representative PDX1:SND1 PLA and proinsulin images acquired from human pancreatic tissue sections from non-diabetic donor (nPOD case #: 6020: 60 years old male, BMI = 29.8) and T2D donor (nPOD case#: 6297: 60 years old male, BMI = 29.5, 3 years T2D duration). (b) quantitation of PLA signals in each group stratified by number of PLA signals per β cell nuclei. The images to the right in (a) are magnified regions outlined in the yellow box above. (*n* = 4). ns, not significant; *, *p* < 0.05; **, *p* < 0.01. (scale bars = 10 μm).

## Discussion

Gene regulation by PDX1 (and other TFs) is principally coordinated through protein-protein interactions between DNA-bound TFs and recruited coregulators, which positively or negatively impact transcription. There is a glaring need to understand how PDX1 transcriptional activity is controlled by coregulators under physiological conditions in the β cell, as this will lead to a deeper understanding of its failure in T2D. In this regard, PDX1 was shown previously, and recently by our group, to interact with a diverse set of transcriptional coregulators in the β cell, several of which have been shown to modulate its activity. For example, the ATP-dependent SWI/SNF chromatin remodeling complex positively contributes to PDX1 by regulating gene expression of a subset of PDX1 target genes critical for β cell function and identity *in vivo*^14^. We have also shown the importance of PDX1:CHD4 interactions in maintaining pancreatic β cell function in both *in vitro* ^*23*^ and *in vivo* ^*15*^ studies. Here we have defined an important role for SND1, a newly defined PDX1-interacting partner, in controlling a subset of genes critical for β cell function.

SND1 has been implicated in a variety of cellular functions including RNA metabolism^34^, scaffolding for protein-protein interactions^21,35^, nuclease functions, miRNA processing^36^, and transcription regulation^19,20,37^. Accordingly, with its diverse functional roles, SND1 protein is detected in multiple intracellular locations, including the endoplasmic reticulum^38^, stress granules^39^, lipid droplets^40^, and nuclei^41^. We have also observed this using the tools at our disposal, with SND1 being present in nuclear enriched extracts of β cell lines (Figures 1–3), immunofluorescence staining demonstrating a cytoplasmic and nuclear presence of SND1 (Supplemental Figure S4), and PLA puncta with PDX1:SND1 present throughout β cell nuclei (Figures 1,4).

Given the role of SND1 in pivotal biological processes like regulation of gene expression, cell cycle and overexpression in cancer setting (breast cancer, colon cancer, prostate cancer, lung cancer and liver cancer)^22,42–45^, we suspected SND1 would play an important role in regulating genes that are linked to β cell expansion. Our RNA-sequencing data support this idea as GO pathway analysis of the differentially expressed genes in *Snd1* KO cells are linked to cell proliferation (Figure 3e). Moreover, we confirmed that *Snd1* KO cells have limited cell expansion properties in comparison to control cell lines (Supplemental Figure S3A). 

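The proliferation set held 40 cell-cycle genes such as *Mki67*, *Top2a*, *Cdk1* and *Ccnb1*, of which 39 passed the expression filter in the control and *Snd1* KO MIN6 clones. Their median log2 fold change was 0.10, with 31 of 39 genes higher in *Snd1* KO clones (adjusted p = 0.238, camera from limma). Single genes ranged from −0.78 to 0.33, and 1 gene was higher and 0 were lower in every *Snd1* KO clone than in every control clone, where chance gives 10%. The set passed after quantile normalization (median 0.08, adjusted p = 0.0370) and without Control 1 (median 0.15, adjusted p = 0.0137), and over all alternatives the adjusted p ranged from 0.0137 to 0.788. The median was 0.054 without Control 2. A shift of these genes in 1 direction was tested here, not the GO terms that the paper links to proliferation. The values of the WST-1 assay, with which the paper follows expansion of *Snd1* KO cells, were not analysed here.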

We predict these defects are likely due to proliferation delays, since should SND1 be involved in restraining apoptosis in the β cell, *Snd1* KO cell lines would have never thrived during expansion of initial single cell seeding to generate the lines. Our current study is limited to utilizing *in vitro* cell line model systems where *Snd1* is transiently reduced using siRNAs or knocked out by CRISPR technology. Future efforts on the role of SND1 in β cell expansion will be addressed using *in vivo* model systems.

One of the most profound functional defects observed was the limited ability of *Snd1* knockdown cell lines to secrete insulin under high glucose stimulatory conditions. 

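For 3 enzymes that process proinsulin, values were compared between the *Snd1* KO and control MIN6 clones. *Pcsk1* (ENSMUSG00000021587, chromosome 13 from 75089826 to 75134861) had 687 ± 172 TPM in control and 574 ± 143 TPM in *Snd1* KO clones (SD, n = 3 each), a log2 fold change of −0.26 (standard error 0.25, adjusted p = 0.790, limma). It was −0.077 without Control 1, −0.45 without *Snd1* KO 1 and −0.51 with clone quality weights (adjusted p = 0.0658, the lowest of a range up to 0.984 over all alternatives). *Pcsk2* (ENSMUSG00000027419, chromosome 2 from 143546156 to 143816285) had 1173 ± 34.2 and 1228 ± 98.6 TPM (SD, n = 3 each), a log2 fold change of 0.06 (standard error 0.13, adjusted p = 0.914) that was 0.0062 without *Snd1* KO 1 and 0.12 without *Snd1* KO 2. *Cpe* (ENSMUSG00000037852, chromosome 8 from 64592542 to 64693054) had 3720 ± 445 and 3468 ± 134 TPM (SD, n = 3 each), a log2 fold change of −0.10 (standard error 0.17, adjusted p = 0.903) that was 0.0011 without Control 3 and −0.26 after quantile normalization. The groups overlapped for all 3 genes (exact permutation test, p = 0.4 for *Pcsk1* and 0.5 for *Pcsk2* and *Cpe*). The set of 15 genes for proinsulin processing and granule making, which includes these enzymes, had a median log2 fold change of −0.21, with 3 genes higher in *Snd1* KO clones (adjusted p = 0.0143, camera). Of these 15 genes, 3 were lower and 1 was higher in every *Snd1* KO clone than in every control clone, where chance gives 10%, and single values ranged from −1.01 to 1.46. The set did not pass with fry (adjusted p = 0.382), an estimated correlation (0.579), quantile normalization (0.194) or clone quality weights (0.0952), nor without Control 3 (0.259) or *Snd1* KO 2 (0.158), and its adjusted p lay between 0.00126 and 0.579 over all alternatives. Its median was −0.13 without *Snd1* KO 2.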

We speculate this is likely a result of glucose processing and/or insulin exocytosis defects, as we did not observe changes in INSULIN processing enzymes in RNASeq datasets and INSULIN content is unchanged (Figures 2c, 2f, 3). 

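*Glp1r* (ENSMUSG00000024027, chromosome 17 from 30901817 to 30940791) encodes the receptor for GLP-1. It had 1068, 964 and 494 TPM in control clones 1 to 3 and 432, 384 and 414 TPM in *Snd1* KO clones 1 to 3. The means were 842 ± 306 TPM (SD, n = 3) and 410 ± 24.2 TPM (SD, n = 3), so that *Snd1* KO clones had 48.7% of control, a log2 fold change of −0.96 (standard error 0.29, adjusted p = 0.568, limma). Control 3 lay closest to the *Snd1* KO clones. Without it the log2 fold change was −1.31 (adjusted p = 0.0571), compared with −0.75 without Control 1 and −0.83 without Control 2. *Glp1r* passed with clone quality weights (−1.23, adjusted p = 0.0183, the lowest of a range up to 0.983 over all alternatives). *Rgs8* (ENSMUSG00000042671, chromosome 1 from 153653025 to 153700323) and *Rgs16* (ENSMUSG00000026475, chromosome 1 from 153740349 to 153745468) are neighbouring genes for regulators of G-protein signaling. *Rgs8* was low, with 388, 85 and 144 reads in control and 5, 13 and 6 reads in *Snd1* KO clones. Its mean of 1.67 ± 1.20 TPM in control and 0.0699 ± 0.0405 TPM in *Snd1* KO clones (SD, n = 3 each) gave a log2 fold change of −1.23 (standard error 0.36, adjusted p = 0.568), compared with −4.25 at a pseudocount of 0.01 and a log2 ratio of means of −4.58. With 1 clone left out, the log2 fold change lay between −1.51 (without Control 2) and −0.88 (without Control 1). Without Control 1 the log2 ratio of means was −3.83. *Rgs16* went from 13.1 ± 4.87 to 4.23 ± 1.16 TPM (SD, n = 3 each), or 32.4% of control, a log2 fold change of −1.39 (standard error 0.32, adjusted p = 0.542). In all 3 genes every *Snd1* KO value was below every control value (exact permutation test, p = 0.1 for each). *Rgs8* and *Rgs16* passed under none of the alternatives, with lowest adjusted p-values of 0.0728 and 0.0516 and highest values of 0.938 for both.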

Gene expression and GO pathway analyses of *Snd1* KO cell lines support a transcription mediated defect that leads to these changes, including reduced expression of *Glp1r, Rgs8* and *Rgs16*, the latter of which has been directly implicated as a positive regulator of insulin secretion and β cell proliferation^46,47^. Moreover, we found that both GLP1R protein and cAMP production following exendin-4 stimulation was trending down in *Snd1* KO β cell lines (Supplemental Figure S3B), further linking the gene expression changes following *Snd1* deficiency to those functional aspects of β cell biology. The potential role of *Snd1* in this pathway is especially relevant as exendin-4 has been utilized to improve glycemic outcomes in individuals with T2D. Interestingly, we observed some gene expression differences between *Snd1* KO cell lines and *siSND1* EndoC-βH1 cells. For example, we observed trending reductions in *INS* and *MAFA* genes in *siSND1* EndoC-βH1 cells; however, these transcripts were unchanged in *Snd1* KO cells and INSULIN content was unaltered in both cell lines (Figures 2c, 2f, 3).

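In the MIN6 clones, *Ins1* (ENSMUSG00000035804, chromosome 19 from 52264297 to 52265476) had 4182 ± 1804 TPM (SD, n = 3) in control and 7408 ± 4993 TPM (SD, n = 3) in *Snd1* KO clones, a log2 fold change of 0.59 (standard error 0.69, adjusted p = 0.836, limma; exact permutation test, p = 0.6). *Snd1* KO 1 had 2059 TPM, less than any control clone, and *Snd1* KO 2 had 11945 TPM. The log2 fold change was 1.34 without *Snd1* KO 1, 0.073 without *Snd1* KO 2, and 1.23 with clone quality weights (adjusted p = 0.0765, the lowest of a range up to 0.994 over all alternatives). *Ins2* (ENSMUSG00000000215, chromosome 7 from 142678656 to 142743381) had 15696 ± 2555 and 13035 ± 2375 TPM (SD, n = 3 each), a log2 fold change of −0.27 (standard error 0.29, adjusted p = 0.813; exact permutation test, p = 0.3), which was 0.0044 after quantile normalization. *Ins1* and *Ins2* are close paralogs, and how the reads were split between them is uncertain. *Mafa* (ENSMUSG00000047591, chromosome 15 from 75745490 to 75748228) had 795 ± 224 and 687 ± 323 TPM (SD, n = 3 each), a log2 fold change of −0.27 (standard error 0.37, adjusted p = 0.862; exact permutation test, p = 0.7). It was 0.034 without *Snd1* KO 3 and −0.93 with clone quality weights (adjusted p = 0.0442, the lowest of a range up to 0.994 over all alternatives). The control and *Snd1* KO values of the 3 genes overlapped.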

T2D is a complex, polygenic disease with a heterogenous pathophysiology, associated with dysfunctional β cells^48^ and reduced activity of important TFs^12^. In this regard, our lab and others have previously established that interactions between PDX1 and its associated coregulators BRG1^13^ and CHD4^23^ are perturbed in T2D β cells, findings which highlight the underappreciated role of coregulators in pathogenesis of T2D. Here we extend upon the impact of coregulators on T2D pathogenesis and demonstrate loss of interactions between PDX1 and SND1 in T2D human donor β cells (Figure 4). As with most studies using T2D donor tissues, we are limited to inquiring about these interactions after the onset of the disease. It will be interesting to combine such investigations and compare the results of the dynamic changes related to PDX1:SND1 interactions overtime in a T2D rodent model system during the onset and progression of the disease. Past studies^13,23^ and our report here, uncover that PDX1 loses its ability to interact with important coregulators in T2D β cells. As PDX1 is the common factor in these analyses, it suggests that PDX1 itself undergoes a detrimental change that limits ability to recruit coregulators during the development of T2D. Future efforts on what modifications occur to PDX1 (i.e., posttranslational modifications) during T2D pathogenesis, prior to significant reductions in PDX1 protein levels, would be of significant value to understanding the mechanisms of β cell failure in T2D.

Overall, our results demonstrate a critical role of SND1 in controlling insulin secretion and modulating a subset of genes important for β cell function. We have discovered that PDX1 interacts with SND1 in the nuclei of pancreatic β cells both *in vitro* and *in vivo* and these interactions are negatively impacted in pathophysiological settings of T2D. These findings are the first to demonstrate that SND1 plays an essential role in maintaining β cell function and provide evidence that loss of PDX1:SND1 complex formation is a significant feature of diabetes pathophysiology. Future studies will be focused on dissecting the molecular mechanisms by which SND1 is able to regulate insulin secretion and proliferation in β cells using *in vivo* model systems.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: Dynamic regulation of pancreatic β cell function and gene expression by the SND1 coregulator in vitro
**Source:** Islets. 2023 Oct 15;15(1):2267725. doi: 10.1080/19382014.2023.2267725

Supplemental Figure 1: PDX1 antibody alone produces minimal PLA signals in human β cells.

EndoC-βH1

PDX1 PLA Insulin DAPI

Non-diabetic donor

(nPOD: 6254)

PDX1 PLA Insulin DAPI

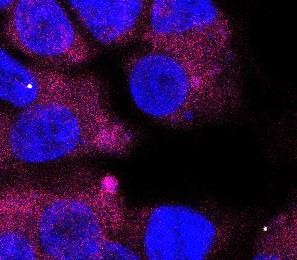

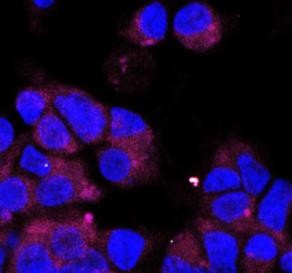

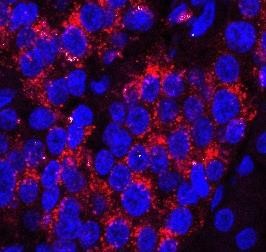

Supplemental Figure 2: CRISPR/Cas9 mediated gene editing of *Snd1* leads to indels that disrupt open reading frame of *Snd1* Exon 2.

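Supplemental Figure 2 gives the Sanger sequence of the targeted stretch of *Snd1* *exon 2* for the wild type and for the *Snd1* KO clones, under the gRNA used. The 60 bases given for the wild type match the annotated exon from its first base, to position 28512894 on chromosome 6 of GRCm38. The sequence given for *Snd1* KO 1, under gRNA1, matches the exon over its first 18 bases, to position 28512852, so that 6 codons of the exon stand before the change. The sequence for *Snd1* KO 3, under gRNA2, matches over its first 35 bases, to position 28512869, with 11 whole codons before the change. *Snd1* KO 2 is given as a major deletion and its extent was not analysed here. An insertion or deletion that is not a multiple of a codon shifts the reading frame of all bases after it. The lengths of the changes were not analysed here, and the TPM values of the clones hold no bases.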

|  | **Exon 2 Sequence** | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **WT** | **V** | | | **L** | | | **S** | | | **G** | | | | **C** | | | **A** | | | | **I** | | | **I** | | | **V** | | | **R** | | | **G** | | | **Q** | | | **P** | | | **R** | | | **G** | | | **G** | | | **P** | | | **P** | | | **P** | | | **E** | | | **…** |
| **Snd1 KO1** | **V** | | | **L** | | | **S** | | | **G** | | | | **C** | | | **A** | | | | **S** | | | **L** | | | **A** | | | **G** | | | **P** | | | **P** | | | **P** | | | **P** | | | **T** | | | **E** | | | **R** | | | **P** | | | **S** | | | **T** | | | **…** |
| **Snd1 KO2** | **MAJOR DELETION** | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | **G** | | | **E** | | | **I** | | | **S** | | | **L** | | | **…** |
| **Snd1 KO3** | **V** | | | **L** | | | **S** | | | **G** | | | | **C** | | | **A** | | | | **I** | | | **I** | | | **V** | | | **R** | | | **G** | | | **Q** | | | **S** | | | **P** | | | **R** | | | **M** | | | **I** | | | **I** | | | **L** | | | **V** | | | **…** |
|  | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | |
|  |  | | | | | | | | | | | **gRNA1** | | | | | | | | | | | | | | | | | | | | | **PAM** | | |  | | | | | | | | | | | | | | | | | | | | | | | | | | | |
| WT Exon 2 | G | T | C | C | T | C | T | C | T | G | | G | G | T | G | C | G | | C | C | A | T | A | A | T | T | G | T | C | C | G | A | G | G | G | C | A | G | C | C | C | C | G | G | G | G | T | G | G | T | C | C | T | C | C | T | C | C | T | G | A | G | **…** |
| Snd1 KO1 | G | T | C | C | T | C | T | C | T | G | | G | G | T | G | C | G | | C | C | T | C | C | C | T | G | G | C | C | G | G | G | C | C | T | C | C | T | C | C | T | C | C | T | A | C | G | G | A | G | A | G | G | C | C | C | T | C | A | A | C | C | **…** |
| Snd1 KO2 | MAJOR DELETION | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | G | G | G | G | A | G | A | T | C | T | C | T | C | T | G | **…** |
|  | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | | |
|  |  | | | | | | | | | | | | | | | | | | | | | | **gRNA2** | | | | | | | | | | | | | | | | | | | | **PAM** | | |  | | | | | | | | | | | | | | | | | |
| WT Exon 2 | G | T | C | C | T | C | T | C | T | | G | G | G | T | G | C | G | C | | C | A | T | A | A | T | T | G | T | C | C | G | A | G | G | G | C | A | G | C | C | C | C | G | G | G | G | T | G | G | T | C | C | T | C | C | T | C | C | T | G | A | G | **…** |
| Snd1 KO3 | G | T | C | C | T | C | T | C | T | | G | G | G | T | G | C | G | C | | C | A | T | A | A | T | T | G | T | C | C | G | A | G | G | G | C | A | A | T | C | C | C | C | C | C | G | G | A | T | G | A | T | C | A | T | C | C | T | C | G | T | G | **…** |

Supplemental Figure 3: Snd1 deficiency reduces cell expansion, GLP1R and cAMP levels

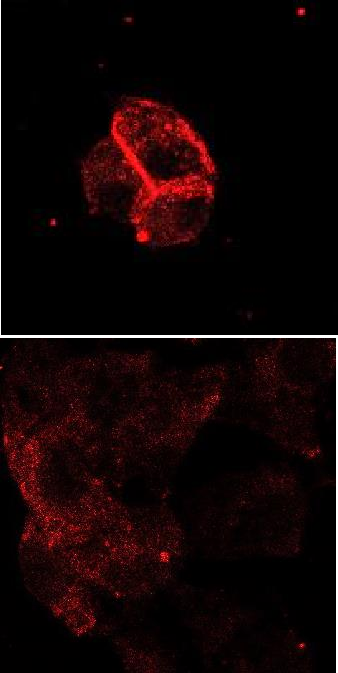

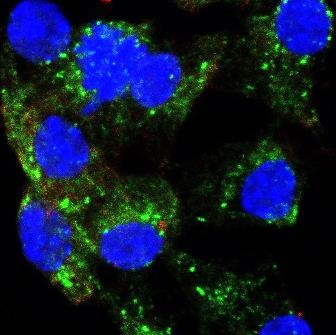

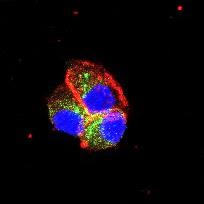

LUXendin551

LUXendin551 E-cadherin DAPI

6

0.0719

Corrected Total Fluorescence Intensity Ratio (CTFR)

4

Control

2

0

*Snd1* KO

Control *Snd1* KO

1. cAMP accumulation

0.2384

50 nM Ex-4-stimulated cAMP (Fold 16.7G condition)

20

15

10

5

0

Control *Snd1* KO

Supplemental Figure 4: SND1 and PDX1 levels are unchanged in non-diabetic

PDX1

SND1

and T2D human donor tissues.

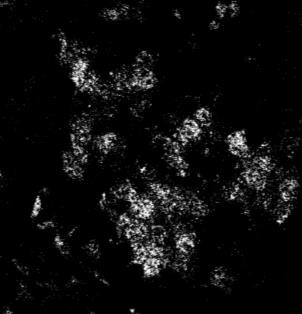

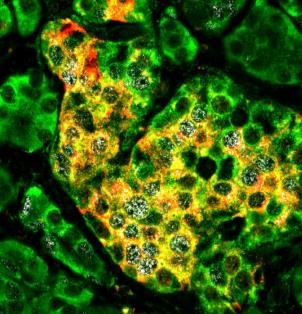

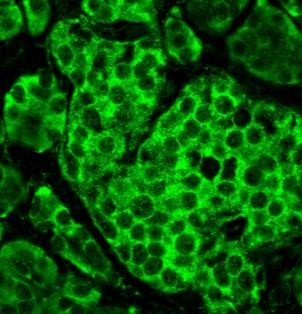

PDX1 SND1

Proinsulin

Non-diabetic (nPOD: 6020)

T2D (nPOD: 6255 )

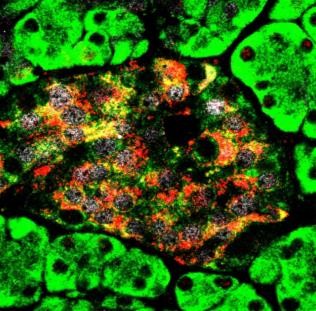

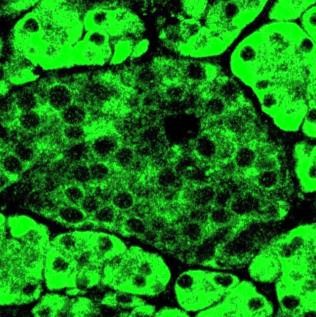

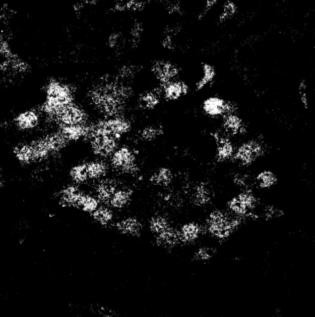

**Supplement:** Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

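Messenger RNA from 6 clonal MIN6 β cell lines was analysed, 3 with Cas9 targeted to an intron of *Snd1* (control) and 3 with Cas9 targeted to *exon 2* (*Snd1* KO), with 1 library per clone. The condition and number of each clone were taken from the sample labels, which match the groups of the paper. The authors sequenced the libraries as paired ends, processed the reads on the Genialis platform and deposited TPM values per gene. The text of the paper does not name the aligner, the counting tool, the genome build, the annotation or the tool for differential expression of the RNA-sequencing, and its statistics section names only general tests. The deposited values list 53808 mouse genes by Ensembl identifier and 92 ERCC spike-in controls, and sum to 1000000 in each clone. ERCC controls held at most 1.02 TPM and were left out. GENCODE M21 (GRCm38) matched 53706 of the gene identifiers, and 102 were not in it.

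The TPM values were checked for steps of whole reads. TPM multiplied by the summed length of all exons of all transcripts of a gene gave whole multiples of 1 step per clone, and after a search for the length of the remaining genes 99.97% of the values above 0 came out whole, within 0.01 of a whole number. These recovered reads gave the depth per clone, between 25775564 and 32950653 reads on genes, and the floor of detection of 3 reads. A gene with 3 reads in a clone therefore carries a large counting error, which bears on *Pou3f2*, *Irx1*, *Irx2* and *Rgs8*, whereas genes with many reads are limited by the difference between clones. Since lengths are summed over transcripts, TPM values of different genes are not on one scale of RNA molecules. The depth covers counting error only.

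From the deposited TPM, log2(TPM + 1) was computed for genes with a mean of at least 0.5 TPM, and *Snd1* KO was compared with control by limma 3.58.1 (lmFit, eBayes with a mean-variance trend) in R 4.3.3 with Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size. Exact two-sided permutation tests compared group means of log2(TPM + 1) for single genes. Gene sets were tested with camera at a correlation of 0.01. The 10 sets were written by hand for proliferation, cAMP signaling, insulin secretion, insulin processing, β cell factors, α cell genes, neuronal genes, ER stress, apoptosis and homophilic adhesion. The genes named in the text were fixed before the data were examined, namely every mouse gene the paper names for these lines, genes chosen here for its statements on *INS*, *MAFA* and insulin processing enzymes, *Pdx1*, up to 5 genes in each direction past the threshold with groups that do not overlap, and set members past the threshold. Other genes are marked as chosen after their values were seen. gRNA targets were matched to annotated transcripts with Python 3.11.15, which with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 also served to read the values and draw the plots.

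The alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, no filter and a mean of at least 5 TPM, quantile normalization, scaling by the median ratio to the geometric mean, rescaling without insulin and mitochondrial genes, no trend and a robust trend, clone quality weights, a replicate block by clone number, leaving out each clone in turn, an adjusted p-value under 0.1, no minimum fold change, and for gene sets fry and an estimated correlation. After the data were seen, voom on the recovered reads and TPM recomputed with each exonic base counted once were added. The comparison was tested on simulated data with 200 changed genes and on simulated data without changes. GO analysis, PDX1 ChIP-sequencing, qPCR, insulin secretion, proximity ligation, LUXendin, cAMP and WST-1 data were not used here. The bases of the intron target outside transcripts were not analysed here.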

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

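The tests of small RNA copies, of the genes around *Gm24966*, and of the receptor genes in *Snd1* KO 2 and *Snd1* KO 3 were chosen after the results were seen. The test of background over all *Snd1* KO clones was set before the data were examined.

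*Gm24966* (ENSMUSG00000064377), a small nucleolar RNA gene on the minus strand of chromosome 7 from 59344073 to 59344151, was the only gene past the threshold with equally weighted clones, and the paper does not discuss it. It was at least 9.87-fold lower in *Snd1* KO clones (adjusted p = 0.0178, limma), from at most 34 reads in a clone. Its adjusted p ranged from 0.00119 to 0.338 over the alternatives. It did not pass without a filter (0.0890), without a trend (0.0579), with the replicate block (0.0651) or with voom on recovered reads. It also did not pass in any fit that left out 1 clone, except the fit without *Snd1* KO 2. The gene lies within the span of *Snhg14*, which holds 207 other small RNA genes, many of them near-identical, so its reads are uncertain. Had other copies taken its reads, they would be higher in *Snd1* KO clones, but they averaged 0.0124 reads per 1000000 reads on genes there and 0.277 in control clones, which argues against this explanation. Lower transcription of the stretch around *Gm24966* remains open. Of the 8 genes within 100 kb that are not small RNAs, 5 were lower and 0 higher in every *Snd1* KO clone than in every control clone, where chance gives 10% for both directions together. These 5 genes were chosen after their values were seen: *Gm44560* (log2 fold change −1.96), *A230103L15Rik* (−1.89), *Gm44562* (−1.82), *Gm44559* (−1.64) and *9330162G02Rik* (−0.91), with adjusted p-values between 0.372 and 0.568. With clone quality weights these were between 0.0179 and 0.0339, and the highest over all alternatives was 0.983.

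All 5 lie on the minus strand, some of them within the span of *Ube3a* on the plus strand, and it is not stated whether reads were counted by strand. *Ube3a* (0.56) and *Gm44829* (0.83) on the plus strand and *Snhg14* (0.05) on the minus strand, likewise chosen after their values were seen, overlapped between the groups. *Snhg14* spans both *Gm24966* and *A230103L15Rik*, so its value goes against a transcript that is lower over the whole of this minus-strand gene. The 207 other small RNA genes in its span go the other way. Together they had 11, 7 and 7 reads in control clones 1 to 3 and 0, 1 and 0 in *Snd1* KO clones 1 to 3. With so few reads, lower transcription over more of the span stays open. The *Snd1* KO clones differ from control in genotype and each descends from 1 cell, and these origins of such a difference were not tested apart.

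Olfactory and vomeronasal receptor genes, which the paper does not discuss, had reads in more genes in *Snd1* KO 2 (237 of 1965 genes) and *Snd1* KO 3 (333) than in *Snd1* KO 1 (76) or in control clones 1 to 3 (105, 69 and 71). Most of these genes had 1 to 5 reads, 215 in *Snd1* KO 2 and 298 in *Snd1* KO 3. The same 2 clones had more genes above 0, 24082 and 24548 compared with 21822 to 23229 in the other clones. Deeper libraries do not explain this, since Control 1 had the most reads on genes (33.0 M) and fewer genes above 0. Whether the added reads are background from genomic DNA or unspliced RNA, or low transcription in these 2 clones, cannot be told apart here, since the receptor genes are part of the pattern itself. For the *Snd1* KO group as a whole, such background and a difference by genotype cannot be told apart. In reads on receptor genes per 1000000 reads on genes the lowest *Snd1* KO clone (31.3) lay above the highest control clone (26.3), but that clone, *Snd1* KO 1, had 614 of its 917 reads on 5 genes and a number of receptor genes within the range of the control clones. A few added reads bear on genes near the floor such as *Irx2*, with at most 2 reads in a clone, and little on genes with many reads. *Irx1* had 29 reads in *Snd1* KO 2 and 65 in *Snd1* KO 3, above the 1 to 5 reads of most receptor genes there.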

How the results depend on the processing

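The added alternatives, voom on the recovered reads and lengths with each exonic base counted once, were chosen after the data were seen. Over 28 genes and 522 values under the alternatives, 494 kept direction and side of the threshold, 9 became weaker, 13 stronger and 6 reversed. Over 10 gene sets and 210 values, 187 kept both, 11 became weaker, 2 stronger and 10 reversed. For each change below, the cause was not tested.

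The count of 1 differentially expressed gene, downregulated, was also 1 with both other pseudocounts, a mean of at least 5 TPM, quantile normalization, the median ratio, rescaling without insulin and mitochondrial genes, a robust trend, exon-union lengths and no minimum fold change. It was 0 without a filter (1803 genes at an unadjusted p-value under 0.05), without a trend (1410) and with voom (1388), and 2 at an adjusted p-value under 0.1 (*Gm24966* and *Pcdhgb7*). It ranged from 0 to 1 across the 6 fits that each left out 1 clone, with 760 to 2544 genes at an unadjusted p-value under 0.05. With clone quality weights it was 895, 370 downregulated and 525 upregulated, and 8 of the 19 named genes passed where 0 did otherwise. The median of all genes moved between −0.0095 and 0.09 over the alternatives.

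With the clone number as a replicate block, 0 genes passed and 1195 had an unadjusted p-value under 0.05. Deviations from the group means of clones with the same number correlated at 0.12, −0.20 and −0.11, so the numbers do not pair the clones.

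The number of gene sets past the threshold, 2, was 0 with clone quality weights, with an estimated correlation and with fry, and ranged from 0 to 3 over the fits that each left out 1 clone, with 0 without Control 3 and without *Snd1* KO 2. The median of the cAMP set, −0.04, was 0.013 without a filter, 0.042 with a mean of at least 5 TPM and 0.012 without insulin and mitochondrial genes, and ranged from −0.19 to 0.039 with 1 clone left out. The α cell median, 0.06, was −0.096 with quality weights and ranged from −0.25 to 0.45 with 1 clone left out, the neuronal median from −0.092 to 0.26, and the apoptosis median from −0.0019 to 0.15. The adhesion median was 0.036 without a filter. Among genes, *Ins2* was 0.0044 and *Snhg14* −0.070 after quantile normalization. With 1 clone left out, *Snhg14* ranged from −0.068 to 0.21, *Mafa* from −0.62 to 0.034 and *Cpe* from −0.15 to 0.0011.

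Of the 10 splits of the 6 clones, 3 gave as many called genes as the real one. This number was 1 at a pseudocount of 0.01 and with quality weights, and 10 without a filter, without a trend and with voom, where the real split gave 0. Depth limits genes at the floor. *Irx2* had at most 2 reads in a clone, and the folds of *Pou3f2*, *Irx1* and *Gm24966* are lower bounds.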

Differences from the paper's values

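The paper reports 80 downregulated genes, whereas 1 was found here, 79 upregulated genes, whereas 0 were found here, and 159 differentially expressed genes in all, whereas 1 was found here. At an unadjusted p-value under 0.05 and a 2-fold change, 129 genes were lower and 271 higher. None of the alternatives set before the data were examined, nor those added after, closed these gaps. The nearest on the lower side gave 2 genes (adjusted p-value under 0.1), and clone quality weights gave 370 downregulated and 525 upregulated genes, 895 in all. The list of the paper's genes was not used here.

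The paper gives 12 to 18 M reads per library (M, 1000000), whereas 25.8 to 33.0 M reads on genes were recovered here from the TPM values. No alternative was run for this number.

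The paper names or shows (Fig. 3B and Fig. 3C) *Glp1r*, *Crp*, *Rgs8*, *Rgs16*, *Sct*, *Sp8*, *Pdgfra* and *Eef1a2* as downregulated and *Six2*, *Pou3f2*, *Irx1* and *Irx2* as upregulated. Here each of these except *Irx2* went in that direction, but none of the others passed the threshold over all genes, with adjusted p-values from 0.220 (*Crp*) to 0.754 (*Pou3f2*). The size of the change was close to the paper's figure, read by eye, for several genes. The log2 ratio of means was −3.56 for *Crp* (−3.8 in the figure), −7.42 for *Pdgfra* (−7.6) and −4.58 for *Rgs8* (−4.7). It was −1.63 for *Rgs16* (−1.9), −1.04 for *Glp1r* (−1.3) and 2.07 for *Six2* (2.3). For *Pou3f2* only a lower bound of 3.37 was taken (7.2). With clone quality weights, where the *Snd1* KO group rests mainly on *Snd1* KO 3, *Snd1*, *Glp1r*, *Crp*, *Sct*, *Sp8*, *Six2*, *Pdgfra* and *Irx1* passed. *Rgs8*, *Rgs16*, *Pou3f2* and *Eef1a2* passed under none of the alternatives. *Irx2*, about 5.5 on the log2 scale in Fig. 3B of the paper, read by eye, was at the floor in both groups and did not pass the expression filter, so no direction was taken.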

Other observations

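The tests of other splits for called genes and of 1 control clone were set before the data were examined. The test of the genes next to *Snd1* was also set then, but not the distance that defines these genes. The tests of mates, labels, insulin and mitochondrial genes, splits for gene sets and cell types were chosen after the results were seen.

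Of the 10 splits of the 6 clones into 3 and 3, the real one included, 3 gave at least as many called genes as the real split. The split of Control 1, Control 2 and *Snd1* KO 1 against Control 3, *Snd1* KO 2 and *Snd1* KO 3 gave 9, and 661 genes at an unadjusted p-value under 0.05 with a 2-fold change compared with 400 in the real split. The number called in this split depended on the setting. It was 0 at a pseudocount of 0.01 and without a filter, 5 at a pseudocount of 0.1, 23 without a trend and 34 with voom. The third split with at least as many called genes as the real one called *Gm23811*, chosen after its value was seen. As 10 splits cannot give a share under 0.1, genotype and the difference between clones of any grouping cannot be told apart by this count. A mislabelled clone is argued against as the reason for the larger split, since Control 3 had 112 TPM of *Snd1*, among the control clones, and *Snd1* KO 1 had 14.7 TPM. A changing share of insulin and mitochondrial genes is argued against as well, since without these genes the split gave 12 called genes. Differences between clones that each descend from 1 cell remain open and may be as large as those between genotypes, a hypothesis that was not tested. With clone quality weights the real split gave the most calls, 895, and the split above 498.

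With 1 control clone left out, at most 0 genes were called, and with 1 *Snd1* KO clone left out, at most 1. At an unadjusted p-value under 0.05 with a 2-fold change, however, the count was 815 without Control 3 and 770 without *Snd1* KO 1, compared with 281 to 439 without another clone. Whether a control clone set apart from the rest explains the low count therefore cannot be told apart from the same role of *Snd1* KO 1. Leaving out a clone also leaves fewer clones, which keeps the question open.

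In simulated data with 3 clones against 3 and the spread of the measured clones, 131 of 200 changed genes were called among 17887 genes, namely 9 changed 2-fold, 58 changed 4-fold and 64 changed 8-fold, with 8 unchanged genes called. The changed genes were drawn from those with a mean of at least 5 TPM, and the 3 fold changes were about equally common. The counts therefore do not cover genes with lower TPM, such as *Rgs8*, *Irx1* and *Pou3f2*. In 20 simulated data sets of 17817 genes without changes, at most 1 gene was called, and with clone quality weights at most 1, or 2 when the spread was uneven between clones. The spread was drawn for each gene on its own, so that differences shared by many genes of a clone, as the measured clones have, are not part of these simulations.

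Among the 6 protein-coding genes within 300 kb of *Snd1*, a distance chosen after their values were seen, 0 were lower in every *Snd1* KO clone than in every control clone, with log2 fold changes from −0.14 (*Impdh1*) to 0.26 (*Zfp800*). This argues against a change around *Snd1* that lowers these genes in every *Snd1* KO clone. Each clone has its own edit, and a change that reaches these genes in only some clones would not be counted. Had both mates of each pair been counted separately in the recovered reads, even numbers of reads would be common on genes with few reads. At most 40.9% of the genes with 1 to 20 reads had an even number in any clone, which argues against this as the reason for more reads on genes than the paper states. The value of 1 read was set from the commonest step, so mates always counted in pairs would have been taken as 1 read. Even numbers therefore cannot show how the deposited values were counted. No other explanation of the depth was tested.

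The ER stress set had a median log2 fold change of −0.40 over 16 genes, 2 of them higher in *Snd1* KO clones (adjusted p = 0.00353, camera), and 1 gene was lower in every *Snd1* KO clone than in every control clone, where chance gives 10%. It did not pass with fry (0.229), an estimated correlation (0.186), quality weights (0.0952), without Control 3 (0.201) or without *Snd1* KO 2 (0.100), in a range from 5.9e-05 to 0.229 over all alternatives. Its median was −0.20 without *Snd1* KO 1, and −0.21 without *Snd1* KO 2 and with quality weights. For the number of sets past the threshold, 3 of the 10 splits gave as many as the real split, so that genotype and the difference between clones cannot be told apart. The ER stress and insulin processing sets share *Pdia4*. The apoptosis set, which bears on the paper's statement about proliferation and apoptosis, had a median of 0.07 over 13 genes (adjusted p = 0.327), with 3 genes higher and 0 lower in every *Snd1* KO clone. The set of β cell factors had a median of 0.13 over 19 genes (adjusted p = 0.484), and 5 genes were higher and 0 lower in every *Snd1* KO clone than in every control clone, where chance gives 10% for both directions together. This median was 0.028 without *Snd1* KO 2 and 0.27 without *Snd1* KO 1. *Pdx1* had 1974 ± 295 TPM in control and 1782 ± 103 TPM in *Snd1* KO clones (SD, n = 3 each), a log2 fold change of −0.14 (standard error 0.17, adjusted p = 0.845, limma).

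The higher *Irx1* and *Pou3f2* could reflect a shift toward genes of α cells or neurons. The α cell set, 8 of its 14 genes expressed past the filter, had a median of 0.06 (adjusted p = 0.961), and −0.018 over 7 genes without *Irx1*, which the study picked from these libraries. Of its abundant genes, chosen after their values were seen, *Ttr* was lower in every *Snd1* KO clone (log2 fold change −1.88, adjusted p = 0.540) and *Gcg* overlapped between the groups. The neuronal set had a median of 0.12 over 15 of 18 genes (adjusted p = 0.625), and 0.086 over 14 genes without *Pou3f2*. Of these 15 genes, 3 were higher, *Pou3f2* among them, and 0 lower in every *Snd1* KO clone than in every control clone. Chance gives 10% for both directions together. The neuronal set shares *Snap25* with the insulin secretion set. As the log2 fold changes of the members go both ways and the medians are near 0, these shifts cannot be told apart from none.

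*Pcdhgb7* (ENSMUSG00000104063), a protocadherin gene on chromosome 18 from 37751600 to 37841873 chosen after its values were seen, had 32.2 ± 10.9 TPM in control and 1.02 ± 0.761 TPM in *Snd1* KO clones (SD, n = 3 each), a log2 fold change of −4.05 (standard error 0.34, adjusted p = 0.0879, limma). Its adjusted p ranged from 0.0179 to 0.448 over the alternatives. Reads on exons shared by the genes of the cluster make its value uncertain, and no biological explanation was tested.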
